A study of Thermothelomyces thermophilus ATCC 42464 with 4 samples. Its data were reported in "The putative methyltransferase LaeA regulates mycelium growth and cellulase production in Myceliophthora thermophila" (2023).

How the data were processed

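Cytosine methylation was measured by whole-genome bisulfite sequencing in the wild-type (WT) strain of the thermophilic fungus Myceliophthora thermophila and in strain ΔlaeA, both sampled after 24 h on glucose. Bisulfite converts unmethylated cytosine to uracil, so that a cytosine still read as C is counted as methylated. Each strain had 2 libraries, 4 in all, and the sample titles gave their strain and replicate number. The titles name the mutant a deletion strain, while its genotype label speaks of a knockdown. The paper describes a null strain in which a marker gene took the place of the laeA coding region. Per the labels, DNA was mixed with a small amount of unmethylated lambda phage DNA as a conversion control, sonicated, bisulfite treated and sequenced with paired ends. The aligner, the methylation caller and their versions were stated neither in the labels nor in the study's methods.

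For each library the authors deposited 1 list of cytosines on the 7 chromosomes, with methylated and unmethylated read counts per cytosine. The same lists hold the methylation level as a fraction, which the authors computed as methylated reads over all reads, and a p-value and an adjusted p-value that the authors attached to each call. These values were examined before any test was chosen. The lists hold called sites and not all cytosines: in every library the lowest level was 0.05, the lowest depth was 5 reads, the lowest number of methylated reads was 2 and no adjusted p-value exceeded 0.01. The p-values equal upper-tail binomial probabilities against 1 background rate per library and context, which was recovered from the values and averaged 0.309% in WT replicate 1, 0.296% in WT replicate 2, 0.269% in ΔlaeA replicate 1 and 0.297% in ΔlaeA replicate 2. A cytosine absent from a list was therefore unmethylated, too weakly methylated, too thinly covered or not covered, and these cases could not be separated. The term listed site is used for a cytosine in such a list. Except for values copied from the authors' deposited table, every level given here is a level of listed sites and lies above the level of all cytosines.

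The authors also deposited 1 table of differentially methylated regions. It gives the mean methylation level of each strain as a fraction, the region length and the number of cytosines. The score columns were computed by the authors before deposit: the score of difference is the ΔlaeA mean minus the WT mean, and the score of area is a statistic summed over the region per the file headers. Each region belongs to 1 cytosine context, which is CG, CHG or CHH, where H is any base except G. The caller and its thresholds were not stated. The lowest mean level in the authors' deposited table was 0.228%, so its means were taken over more cytosines than the listed sites. No column of per-sample values was left unmapped.

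Gene coordinates came from a RefSeq table of 9292 genes on assembly ASM22609v1, whose chromosomes carry the same names as those in the lists. The assembly was checked in 2 ways. The last listed site lay between 1055 and 12690 bp beyond the end of the last gene on each chromosome. In WT replicate 1, 3.35% of listed sites fell inside annotated genes, and this share rose to 7.02%, 11.5% and 17.0% when all genes were shifted by 2000, 5000 and 10000 bp. Coordinates are 1-based. The gene table gives no strand, so promoters could not be placed. In their place the 1 kb on each side of every gene was tested, and both sides together are called gene flanks. No genome sequence was used here.

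The design had been written before the data were examined and assumed levels of all cytosines. It was kept, with the listed sites as the sites. The level of a library was the sum of methylated reads over the sum of all reads, per context, with a Wilson 95% interval that covers counting error only. The share of methylated sites was the share of listed sites with at least 10 reads whose level was at least 0.2. Groups were compared with an exact two-sided permutation test of the difference of means. With 2 libraries against 2 there are 6 orderings and the smallest p this test can give is 0.333. No comparison of library values could therefore pass 0.05 by this test, whatever its size.

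Regions were tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F-test on methylated and unmethylated counts, with no trend on the dispersion and Benjamini-Hochberg adjustment within each kind of region at 0.05. Sites with at least 5 reads in every library, which are the sites listed in all 4 libraries, were summed over non-overlapping 1-kb windows, over gene bodies and over gene flanks. Flanks of neighbouring genes can overlap, so the flanks are not all separate regions. Regions needed at least 10 such sites and at least 10 methylated reads. For the authors' regions, which are short and hold 1 context each, at least 1 such site of that context was enough. A region whose methylation was lost below the calling limits in 1 strain drops out of this test. For that reason a test was added after seeing the data: the number of listed sites per 1-kb window, with at least 10 listed sites in 2 libraries, was compared with edgeR's quasi-likelihood test with the total of listed sites as library size, and with DESeq2 1.42.0, which fell back to a local dispersion fit, as an alternative. Consecutive windows called in the same direction were joined into stretches. Also after seeing the data, tested windows with the same direction of the level difference, and no gap above 5 kb, were joined into runs, and the same was done for the other ways to split the 4 libraries into pairs.

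The named items follow a rule written before the data were examined. They are laeA and a list of 10 regulator and metabolic genes taken from the study. They also include, among windows, gene bodies and gene flanks past the adjusted threshold with both ΔlaeA libraries on one side of both WT libraries, the 3 with the largest difference in each direction. Of the authors' regions, the 3 with the largest difference in each direction are named. Other named stretches and segments were chosen after their values were seen, and this is said where they appear.

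The tests were run on simulated data. Among 10187 windows with the real depths, 200 were given a log2 odds ratio of 1 and edgeR recovered 100% of them with 5 false calls. Among 10529 windows with simulated numbers of listed sites, 200 were changed by a log2 value of 1. There edgeR recovered 198 with 13 false calls and DESeq2 recovered 188 with 0 false calls. A quasi-binomial logistic model fitted per region recovered 0 of the 200 windows, as it has 2 residual degrees of freedom and shares no information between windows. Fisher's exact test on pooled reads made 3684 false calls. In the real data the windows named for the largest differences had log2 odds ratios of 0.827 to 1.30 in size. The median called difference was 3.71 percentage points. The spread between simulated replicates was set by choice, and no shift shared by all windows was simulated. Recovery and false calls at smaller changes, or with a shared shift, were therefore not tested.

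The alternatives tried were other site filters, window sizes, tests and thresholds, a replicate block, a library offset and leaving out each library in turn. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 were used for the rest.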

Results

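LaeA is a putative methyltransferase that acts as a global regulator in filamentous fungi. The bisulfite libraries address whether loss of laeA changes cytosine methylation of the genome. The lists held 2020698 methylated sites in WT replicate 1, 2044100 in WT replicate 2, 2020637 in ΔlaeA replicate 1 and 1899567 in ΔlaeA replicate 2. The median depth at listed sites was 55, 59, 56 and 47 reads in the same order, and the reads at listed sites totalled 112914116, 120404391, 113879133 and 88818528. ΔlaeA replicate 2 was thus the shallowest library. The mean number of listed sites was 2032400 ± 16548 (SD, n = 2) in WT and 1960100 ± 85609 (SD, n = 2) in ΔlaeA, and the exact permutation test gave p = 0.333, which is the smallest value it can give. A total of 2693648 sites were listed in at least 1 library and 1326747 of them, or 49.3%, were listed in all 4.

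The laeA gene (MYCTH_2294559, chromosome 1, 1373921 to 1375913) was examined first, since it is the gene targeted in the mutant. WT replicate 1 listed 2 sites in the gene and WT replicate 2 listed 1 site. ΔlaeA replicate 1 listed 62 sites in the gene and ΔlaeA replicate 2 listed 25. The mean depth at these sites relative to the library median was 0.591 in WT replicate 1, 0.373 in WT replicate 2, 0.711 in ΔlaeA replicate 1 and 0.935 in ΔlaeA replicate 2. This mean hid a strong change along the gene. Neither ΔlaeA library listed a site between 1374674 and 1375265, a gap of 592 bp inside the gene. WT replicate 2 listed 1 site there with 22 reads and WT replicate 1 listed none, so the absence of ΔlaeA sites from the gap could not by itself be read as absence of reads. Over the 143 bp before the gap the median depth fell to 8 reads in ΔlaeA replicate 1 and 7 reads in ΔlaeA replicate 2, and the pooled levels were 39.6% and 36.0%. The last site before the gap had 5 reads in each ΔlaeA library, which is the lowest depth the lists hold. The replacement of laeA that the paper describes would give such a fall, but the depth inside the gap is not known. A site with so few reads is listed only when at least 2 of them are methylated, so these levels are high in part because of the listing. From 1373556 to 1374530, which covers the low-coordinate end of the annotated gene and the sequence beside it, ΔlaeA replicate 1 listed 60 sites at a median depth of 76 reads and ΔlaeA replicate 2 listed 30 sites at a median depth of 82 reads. WT replicate 1 listed 2 sites in this part at a median depth of 32.5 reads and WT replicate 2 listed none. After the gap, from 1375266 to 1375668 and still inside the gene, ΔlaeA replicate 1 listed 8 sites at a median depth of 37 reads, and ΔlaeA replicate 2 and the WT libraries listed none.

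**Figure D1:**
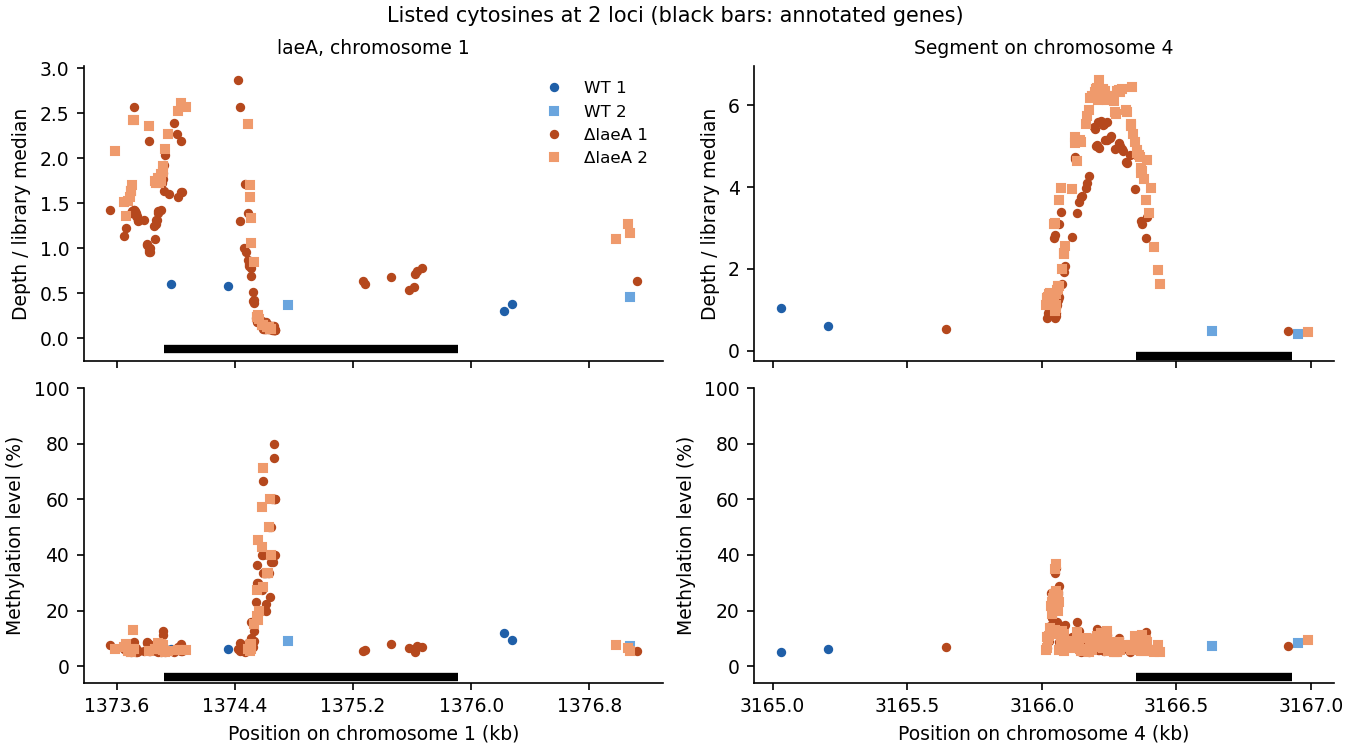
Listed cytosines at laeA on chromosome 1 (left) and at a segment of chromosome 4 (right), with position in kb on the x axis. The upper panels show read depth divided by the median depth of the library and the lower panels show methylation level in percent, each point is 1 listed cytosine in 1 library, and black bars mark annotated genes. At laeA the ΔlaeA libraries list many sites up to 1374673 and none from there to 1375265, and at the segment of chromosome 4 only the ΔlaeA libraries list sites between 3166018 and 3166390.

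Listed sites were confined to a part of the genome. Of 38747 windows of 1 kb, 10497 held at least 10 listed sites in WT replicate 1, 10497 in WT replicate 2, 10502 in ΔlaeA replicate 1 and 10490 in ΔlaeA replicate 2. These windows carried between 99.04% and 99.44% of the listed sites of each library. Annotated genes covered 46.6% of the chromosomes but held 3.35%, 3.37%, 3.54% and 3.24% of the listed sites in the 4 libraries. Of 9292 genes, 179 had at least 10 listed sites in WT replicate 1, 184 in WT replicate 2, 203 in ΔlaeA replicate 1 and 179 in ΔlaeA replicate 2.

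The pooled level of listed sites was compared per context. In CG it was 12.1% ± 0.0364 (SD, n = 2) in WT and 12.1% ± 0.113 (SD, n = 2) in ΔlaeA, a difference of -0.0139 percentage points that was within the spread between replicates (exact permutation p = 1). The direction in CG depended on the libraries and on the method, since the difference was 0.0661 without ΔlaeA replicate 1, -0.0939 without ΔlaeA replicate 2, 0.0118 without WT replicate 1, -0.0396 without WT replicate 2 and 0.0177 when site levels were averaged. In CHG the level was 15.2% ± 0.0111 (SD, n = 2) in WT and 15.1% ± 0.0529 (SD, n = 2) in ΔlaeA, a difference of -0.135 percentage points. In CHH it was 15.0% ± 0.0230 (SD, n = 2) in WT and 14.9% ± 0.130 (SD, n = 2) in ΔlaeA, a difference of -0.137 percentage points, which was -0.0456 without ΔlaeA replicate 1 and -0.229 without ΔlaeA replicate 2. The exact permutation p was 0.333 for CHG and for CHH. Sites listed on 2 methylated reads numbered 25542 in WT replicate 1, 27335 in WT replicate 2, 63879 in ΔlaeA replicate 1 and 53476 in ΔlaeA replicate 2. The lists thus differed in how many weakly supported sites they held. A difference in pooled level between the lists could not be told apart from such a difference in listing. The Wilson 95% intervals of single libraries were narrow, from 12.09% to 12.12% for CG in WT replicate 1, for example.

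At the 1326747 sites listed in every library, the level was lower in both ΔlaeA libraries than in both WT libraries in each context. The CG level was 15.6% ± 0.00588 (SD, n = 2) in WT and 15.1% ± 0.0850 (SD, n = 2) in ΔlaeA. The CHG level was 18.3% ± 0.0534 (SD, n = 2) in WT and 17.8% ± 0.157 (SD, n = 2) in ΔlaeA. The CHH level was 18.1% ± 0.0415 (SD, n = 2) in WT and 17.6% ± 0.178 (SD, n = 2) in ΔlaeA. The differences of -0.455, -0.544 and -0.454 percentage points were larger than the spread between replicates, but the exact permutation test gave p = 0.333 in each context. The share of listed sites with a level of at least 0.2 was 23.5% ± 0.0626 (SD, n = 2) in WT and 23.1% ± 0.613 (SD, n = 2) in ΔlaeA (exact permutation p = 0.667). ΔlaeA replicate 1 alone gave the lower mean, as the difference of -0.422 percentage points became 0.0110 without it and -0.856 without ΔlaeA replicate 2. This share also depends on how many weak sites each library listed. These are 8 comparisons of library values in all, and with Benjamini-Hochberg adjustment the smallest p of the exact tests became 0.444.

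**Figure D2:**
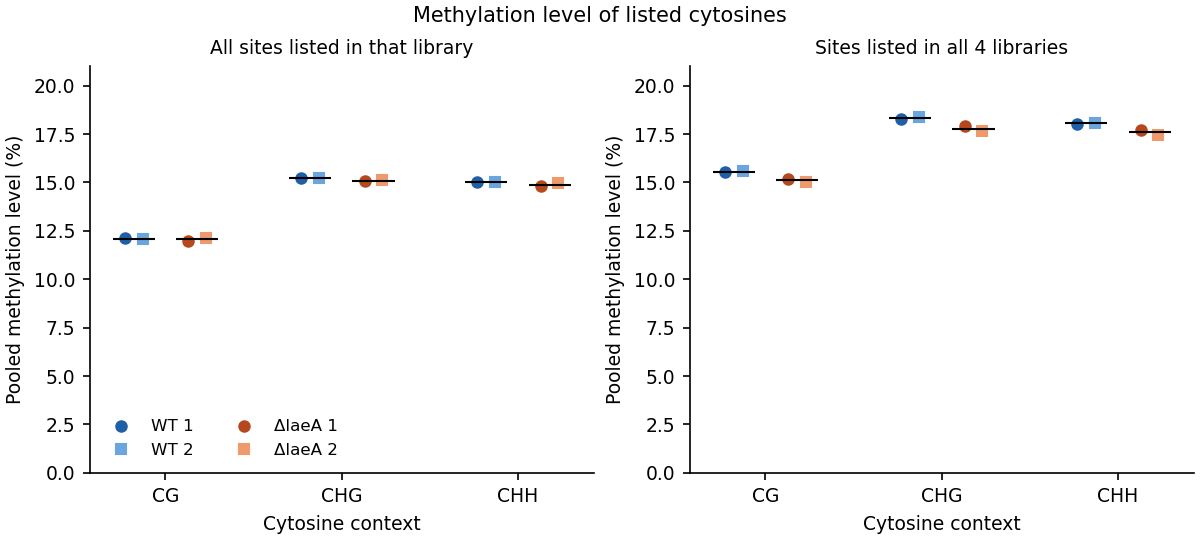
Pooled methylation level in percent of listed cytosines by context, for the sites listed in each library (left) and for the sites listed in all 4 libraries (right). Points are single libraries and lines are the means of 2 libraries. The strains overlap in CG at left, and at right both ΔlaeA libraries lie below both WT libraries in all 3 contexts.

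Libraries of one strain resembled each other more than libraries of different strains. Over 10187 windows, the Pearson correlation of window levels was 0.965 between the WT libraries and 0.963 between the ΔlaeA libraries. The 4 pairs of 1 WT and 1 ΔlaeA library gave correlations up to 0.940, with a mean of 0.937. Spearman's rho was 0.910 between the WT libraries and 0.913 between the ΔlaeA libraries. These correlations are across windows, which are not independent replicates.

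Differential methylation was then tested in 1-kb windows. Of 10187 windows, edgeR's quasi-likelihood test called 468 at an adjusted p below 0.05, of which 360 were lower and 108 were higher in ΔlaeA. In each of the 468 windows both ΔlaeA libraries lay on one side of both WT libraries, which the choice of the windows by a test of these libraries largely fixes. Over all windows this held in 48.1%, where chance gives 33.3%. In 3733 of these windows both ΔlaeA libraries were lower and in 1163 both were higher, so a shift shared by most windows may raise this share. The called differences were small, with a median size of 3.71 percentage points, and 6 windows differed by at least 0.1 in mean level. The count depended strongly on the test. Fisher's exact test on pooled reads, which ignores the spread between replicates, called 3638 windows. A quasi-binomial model with a library offset, which borrows nothing between windows, called 0, with 997 at an unadjusted p below 0.05. In edgeR the count was 430 when each library's own level entered as an offset. With that offset 241 calls were lower and 189 were higher, so that the lower share of calls fell from 76.9% to 56.0%. The mean window level was 17.2% and 17.3% in the WT libraries and 16.8% and 16.6% in the ΔlaeA libraries.

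**Figure D3:**
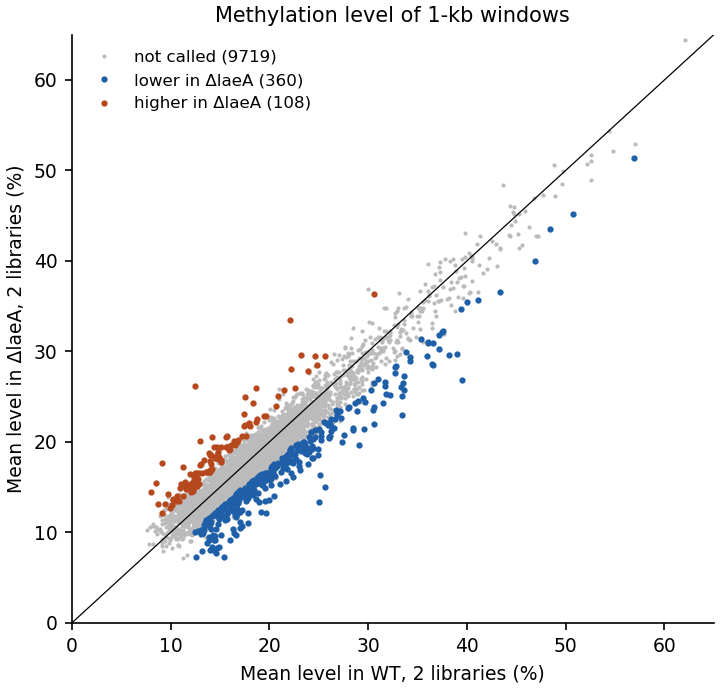
Mean methylation level of 10187 windows of 1 kb in WT (x axis, percent, 2 libraries) and ΔlaeA (y axis, percent, 2 libraries). Each point is a window, blue points are the 360 windows called lower and orange points the 108 called higher in ΔlaeA by edgeR, and the line marks equal levels. Most called windows lie close to the line.

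The window with the largest fall, at 5800001 to 5801000 on chromosome 1, had a level of 39.5% ± 1.09 (SD, n = 2) in WT and 26.8% ± 0.318 (SD, n = 2) in ΔlaeA over 141 sites with 36.2 to 46.6 reads per site (edgeR adjusted p = 6.16e-07). It lay 938 bp from MYCTH_114497. The window at 3246001 to 3247000 on chromosome 4, in which 17 sites were listed in all libraries, fell from 25.1% ± 1.23 to 13.4% ± 3.64 (SD, n = 2 each, edgeR adjusted p = 0.00117). The window at 3365001 to 3366000 on chromosome 1, which overlaps MYCTH_2122766, fell from 25.7% ± 4.99 to 15.0% ± 0.972 (SD, n = 2 each) over 11 sites (edgeR adjusted p = 0.0169). The largest rise was at 952001 to 953000 on chromosome 1, from 12.5% ± 0.531 to 26.2% ± 2.04 (SD, n = 2 each) over 30 sites (edgeR adjusted p = 1.35e-06). The adjoining window at 951001 to 952000 rose from 22.1% ± 0.922 to 33.5% ± 0.383 (SD, n = 2 each) over 241 sites (edgeR adjusted p = 6.16e-07). Both lay more than 3000 bp from the nearest gene, MYCTH_2294362, at distances of 3746 and 4746 bp. On chromosome 7, the window at 33001 to 34000, which overlaps MYCTH_2311259, rose from 9.08% ± 2.06 to 17.7% ± 0.292 (SD, n = 2 each) over 19 sites (edgeR adjusted p = 0.000210).

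The direction of the difference was shared by neighbouring windows, which was examined after the data were seen. Runs of at least 20 tested windows with the same direction numbered 23 for lower and 3 for higher levels in ΔlaeA, and 0 for either direction in the other 2 splits of the 4 libraries, where the longest run had 15 windows. The 3 runs with higher levels were at 607001 to 708000 on chromosome 7, at 902001 to 953000 on chromosome 1 and at 4604001 to 4628000 on chromosome 1. They held 101, 51 and 24 windows, of which 31, 30 and 10 were called, so 71 of the 108 windows called higher lay in these 3 places. The mean window level was 11.8% in WT and 14.1% in ΔlaeA in the first run, 16.8% and 20.4% in the second and 17.2% and 19.6% in the third. The windows with the largest rises at 951001 and 952001 are the end of the second run. The longest run with lower levels was at 4199001 to 4262000 on chromosome 3, with 59 windows of which 16 were called, and a mean window level of 15.8% in WT and 13.8% in ΔlaeA. The 23 runs with lower levels held 52 of the 360 windows called lower. As 68.5% of all windows had a lower mean in ΔlaeA, a shift shared by most windows would lengthen runs of lower levels by itself. In the other 2 splits each pair mixed the strains, so they hold no such shift. The runs were not formed again with the shift removed, so the runs with lower levels could not be told apart from it. Such a shift would not lengthen the 3 runs with higher levels.

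Few genes could be tested. Of 152 gene bodies with enough sites, 6 were called and all 6 were lower in ΔlaeA. The 3 with the largest difference were MYCTH_64320 (chromosome 1, 6668760 to 6669475), MYCTH_2128790 (chromosome 5, 1190402 to 1198406) and MYCTH_2123212 (chromosome 1, 5038711 to 5048680). Their levels changed by -4.42, -3.68 and -2.57 percentage points, with edgeR adjusted p of 0.0474, 0.00348 and 0.0114. With the replicate number as a block the count was 2, and MYCTH_64320 was no longer called (edgeR adjusted p = 0.0960).

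Of 695 gene flanks with enough sites, 64 were called, 55 lower and 9 higher in ΔlaeA. With the library offset 32 were called, 22 lower and 10 higher. The largest falls were in the flanks at 131565 to 132564 on chromosome 5 beside MYCTH_54374, at 3717116 to 3718115 on chromosome 5 beside MYCTH_2309423, and at 4430575 to 4431574 on chromosome 3 beside MYCTH_93554. Their levels changed by -8.03, -7.28 and -7.23 percentage points, with edgeR adjusted p of 0.0163, 0.01003 and 0.0102. The largest rises were in the flanks of the neighbouring genes MYCTH_2311259 and MYCTH_2311261 on chromosome 7, by 7.41 and 6.03 percentage points (edgeR adjusted p = 0.00780 and 0.0115). These flanks, at 33899 to 34898 and 34097 to 35096, share most of their length and are not separate results. The third was at 2681858 to 2682857 on chromosome 4 beside MYCTH_51812, by 5.94 percentage points (edgeR adjusted p = 0.00810).

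The 10 regulator and metabolic genes of the study (cre-1, grf-1, grf-2, grf-3, pck, fbp, laeB, clr-1, clr-2 and xlnR) carried almost no listed sites. Their 30 gene bodies and flanks together held 33 listed sites in WT replicate 1, 34 in WT replicate 2, 24 in ΔlaeA replicate 1 and 16 in ΔlaeA replicate 2, and no region held more than 6. No region reached the 10 shared sites a test needs, so 0 regions were tested over the list alone or over all regions. A methylation difference at these genes was not detectable with these lists.

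The authors' deposited table of differentially methylated regions held 283 regions, of which 216 were lower and 67 were higher in ΔlaeA. By context the authors' deposited table held 23 CG, 28 CHG and 232 CHH regions. The median region length in the authors' deposited table was 211 bp. The table was made from the same libraries, so setting it against the lists checks the values and the replicates. The sum of listed levels divided by the table's number of cytosines lay, in 278 of 283 regions, on the table's side of both WT libraries in both ΔlaeA libraries. Of the regions, 234 could be tested, and edgeR called 209 of these, 164 lower and 45 higher in ΔlaeA. A called 1-kb window was touched by 169 of the 283 regions.

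The largest falls in the authors' deposited table were a CG region at 5799944 to 5800113 on chromosome 1, a CG region at 2245635 to 2245701 on chromosome 5 and a CHG region at 7809775 to 7809870 on chromosome 1. Their differences in the authors' deposited table were -18.5, -16.2 and -15.2 percentage points over 5, 8 and 6 cytosines. The largest rise in the authors' deposited table was a CHG region inside laeA, at 1374391 to 1374728 on chromosome 1, with 0.243% in WT and 12.5% in ΔlaeA. This region spans the place where depth fell in the ΔlaeA libraries. In it ΔlaeA replicate 1 listed 16 CHG sites, ΔlaeA replicate 2 listed 4 CHG sites and the WT libraries listed 0. The next were a CG region at 951673 to 952013 and a CHH region at 951326 to 952385 on chromosome 1, with differences of 11.1 and 9.70 percentage points in the authors' deposited table. Both lie in the windows with the largest rises above.

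The number of listed sites per window, a test added after seeing the data, covers windows that lost or gained sites. Of 10529 windows, edgeR's quasi-likelihood test called 179 at an adjusted p below 0.05, of which 106 had fewer and 73 had more listed sites in ΔlaeA. DESeq2 called 69, of which 57 had fewer and 12 had more. Without a minimum number of sites edgeR called 0 of 33326 windows, with 704 at an unadjusted p below 0.05. Of the 106 windows with fewer sites 66 changed by at least 2-fold, against 14 of the 73 with more. The windows with fewer sites formed 38 stretches, and 15 of these were 3 windows or longer. The windows with more sites formed 54 stretches, of which 4 were 3 windows or longer. Stretches end at each uncalled window, so their length does not give the extent of a change, and 35 of the 73 windows with more sites lay in the run of higher levels on chromosome 7. An authors' region of the same direction overlapped 24 of the 38 stretches and 14 of the 54 stretches.

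The steepest stretch with fewer sites, chosen after its values were seen, was at 1388001 to 1393000 on chromosome 7. WT replicate 1 listed 314 sites there and WT replicate 2 listed 291, against 39 in ΔlaeA replicate 1 and 30 in ΔlaeA replicate 2. The authors' deposited table gave a mean level of 4.24% in WT and 1.47% in ΔlaeA for its regions there. These means cover the table's regions and the numbers cover the whole stretch, so the sizes of both falls could not be compared.

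**Figure D4:**
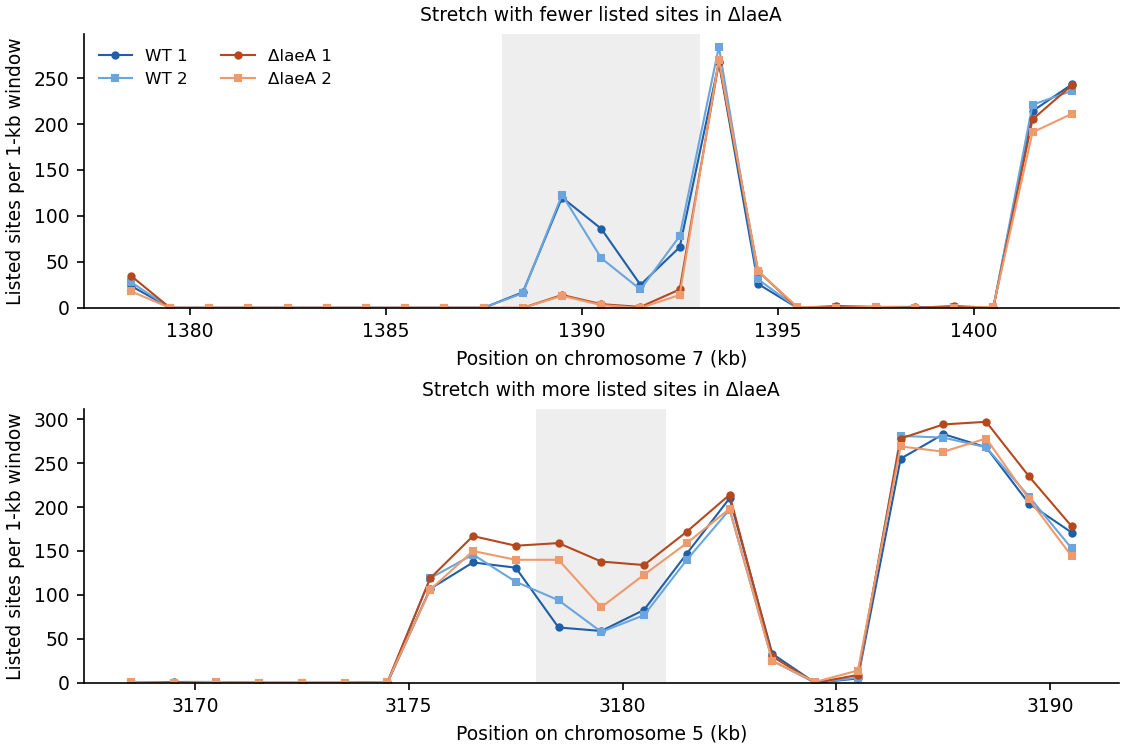
Number of listed sites per 1-kb window (y axis) along chromosome 7 and chromosome 5 (x axis, kb) in the 4 libraries, with the called windows shaded. The upper panel shows the stretch with the steepest fall in ΔlaeA and the lower panel the steepest of the 4 longer stretches with more sites in ΔlaeA. Most windows outside the shading hold like numbers in the 4 libraries.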

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

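The alternatives below were fixed before the data were examined, except where a choice after seeing the data is stated. The replicate numbers did not pair the libraries. The correlation of the deviations of same-numbered libraries was 0.00178 over window levels and 0.0270 over numbers of listed sites, and nothing in the labels ties a number to a shared culture or day. With the replicate number as a block edgeR called 478 windows, 57 gene flanks, 2 gene bodies and 214 of the authors' regions, and 167 windows by number of listed sites, a test chosen after seeing the data. The block left the differences of library means as they were by construction.

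The pooled CG level of listed sites reversed when site levels were averaged (0.0177 percentage points), and the cause was not tested. Across the 4 values that each left out 1 library, the CG difference ran from -0.0939 to 0.0661 percentage points and that of the share of sites at a level of at least 0.2 from -0.856 to 0.0110. That share differed by -1.75 percentage points at sites with at least 10 reads in every library. The CHG and CHH differences kept their direction under all alternatives run, and so did the differences in all contexts at sites listed in every library, where the alternatives were chosen after seeing the data.

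The count of called windows was 0 with a quasi-binomial model with a library offset, 997 windows having an unadjusted p below 0.05, and 1 with a quasi-binomial model without it. That model also called 0 gene bodies and 0 gene flanks with either setting, with 22 and 96 at an unadjusted p below 0.05 without the offset and 18 and 81 with it, and 24 of the authors' regions. It recovered no simulated change either, so these low counts say nothing about stability. Fisher's exact test on pooled reads called 3638 windows, 53 gene bodies and 389 gene flanks, and made many false calls on simulated data. At an adjusted p below 0.01 there were 204 windows, 1 gene body and 12 gene flanks. With a difference of at least 0.1 required there were 6 windows, 0 gene bodies and 0 gene flanks, where 35 gene bodies and 190 gene flanks had an unadjusted p below 0.05. With 5-kb windows 644 of 2382 were called, 555 lower and 89 higher. With 500-bp windows 304 were called, and 3 of the 479 gene flanks of 500 bp, which hold fewer sites. Minima of 1 read per site and 1 methylated read per region removed no region and tested nothing. Among the authors' regions with at least 2 times the median number of cytosines edgeR called 48 of 52, a smaller list by construction.

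The following alternatives were chosen after seeing the data. With 1 context at a time 93 windows were called in CG and 117 in CHG, where fewer windows could be tested, and 474 in CHH, and with sites of a pooled level of at least 0.2 there were 226. With a library offset edgeR called 430 windows, 12 gene bodies, 32 gene flanks and 204 of the authors' regions. The lower share of calls moved from 76.9% to 56.0% in windows, from 100% to 83.3% in gene bodies and from 85.9% to 68.8% in gene flanks, and stayed near its value in the authors' regions, at 78.5% and 77.0%. The offset takes the mean difference between libraries away, so it moves the split towards balance by construction.

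All alternatives for the number of listed sites were chosen after seeing the data as well. The count of windows was 69 with DESeq2, 0 without a minimum number of sites, 23 with CG sites only, 30 with CHG sites only and 114 with sites of at least 10 reads and a level of at least 0.2, and the cause was not tested. The split depended on which sites were counted: 59.2% of calls had fewer sites in ΔlaeA with all listed sites, 82.6% with DESeq2, 95.7% with CG sites only, 27 of 30 calls with CHG sites only, 66.4% with CHH sites only, 76.7% with 500-bp windows, 47.5% with 5-kb windows, 50.5% at a level of at least 0.1 and 42.1% at a level of at least 0.2. Of the 106 windows with fewer sites, 63 were called in the same direction at a level of at least 0.1 and 13 at a level of at least 0.2, where 21 could be tested. Among calls of at least 2-fold, 55 had fewer and 29 had more sites at a level of at least 0.1, and 30 had fewer and 30 had more at a level of at least 0.2.

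The shares of regions that were lower, and the values of single regions with 1 library left out, were also chosen after seeing the data. The share of windows with a lower mean level in ΔlaeA was 68.5%, and 65.5% to 67.5% when each library was left out in turn. The share of gene flanks was 71.8%, and 66.2% to 73.4%. No calls are given for fits with 1 library in a strain. The difference between correlations within and between strains was 0.0272, against 0.0252 with 500-bp windows and 0.0251 with 5-kb windows. For the 15 named windows, genes and flanks, the block, the library offset and the minimum of 10 reads gave 45 adjusted p, of which 44 were below 0.05, and the other was that of MYCTH_64320 with the block. The naming rule keeps the direction of their differences when 1 library is left out, so those values test only size. The comparison of laeA with genes of similar GC content was not run, since it needs the genome sequence. For the regulator genes, the planned models could not be fitted for want of sites.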

Other observations

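All tests below were chosen after the result they bear on was seen.

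More windows were called lower than higher in ΔlaeA, 360 against 108. Of 10187 windows, 68.5% had a lower mean in ΔlaeA. With each library centred on its own level, the lower share of calls was 56.0% in windows, 83.3% in gene bodies and 77.0% in the authors' regions. Centring moves the split towards balance by construction, so a shift of the level that most windows share cannot be told apart from a larger number of separate falls. A lower rate of unconverted cytosines is too small a cause. The background rate recovered from the calls was lower in ΔlaeA by 0.0196 percentage points on average, while the CHH difference at sites listed in every library was -0.454 points. Sites near the depth minimum do not account for it, because the CHH difference was -0.424 percentage points at sites with at least 30 reads in every library. The 3 ways to split the 4 libraries into pairs gave 468, 0 and 0 called windows, so the real split was the 1 with as many. With 3 splits no share under 0.05 can be had, and a difference between the strains in DNA preparation or sequencing stays open, since the labels name no batch.

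A segment of 373 bp on chromosome 4, at 3166018 to 3166390, was listed only in ΔlaeA. It covers the start or end of MYCTH_2019371 and the sequence beside it. ΔlaeA replicate 1 listed 64 sites there at a median depth of 207 reads and ΔlaeA replicate 2 listed 81 at 240 reads, against a median of 56 and 47 reads over their listed sites. Relative to listed sites in sparsely listed genes, the depth was 6.09 times the median in ΔlaeA replicate 1 and 5.58 times in ΔlaeA replicate 2. Of 20591 windows of 500 bp with at least 5 listed sites in both ΔlaeA libraries, 12 had a median depth of at least 2 times the library median in both, and this was the only 1 of them in which no WT library did. The WT libraries listed no site there, so they could not have been counted as raised. The sequencing depth of the libraries is excluded as the cause, since ΔlaeA replicate 2 was the shallowest library and the segment lay at 5.11 times its median. A candidate explanation is that the ΔlaeA strain carries extra copies of the segment, which may also hold for the raised depth at the low-coordinate end of laeA, where the median depth was 2.24 and 1.91 times that of sparsely listed genes. Reads of a similar sequence placed there in every library cannot be told apart from this at the segment, since the WT libraries listed 0 sites there and their depth is not known. The mutant was made by transformation with DNA that holds stretches of the fungus's own sequence, and whether the segment belongs to that DNA was not tested here. If so, the methylation listed at the segment would belong to introduced DNA. Whether the sites at laeA belong to introduced DNA would stay open. The largest rise in the authors' deposited table includes the 143 bp before the gap in laeA. There the median depth was 0.235 times that of sparsely listed genes in ΔlaeA replicate 1 and 0.163 times in ΔlaeA replicate 2, so it was not raised.

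Stretches of consecutive windows with fewer listed sites in ΔlaeA reached 7 windows. Of the called windows, 66 of 106 with fewer and 14 of 73 with more changed by at least 2-fold, but the steepest changes of all were the gains at the segment of chromosome 4 and at laeA, with a mean log2 fold change of 6.14 and 5.36 against -4.30 in the steepest stretch with fewer sites. Sites in the stretches with fewer sites had weak methylation, with a median level of 9.49% in WT where the median over all windows was 13.3%. A deletion of the DNA is argued against by sites listed in both WT libraries that have, within 50 bp, another site that a ΔlaeA library lists at 1/2 of its median depth or more. Of these sites 32.8% were listed in neither ΔlaeA library, against 7.48% in uncalled windows of like WT level and number of sites. The stretches were chosen for fewer sites in ΔlaeA, so the choice largely fixes this higher share. The argument against a deletion rests on the lost sites that have such a neighbour. Of the lost sites in the stretches 92.4% had such a neighbour, and for the others a deletion stays open. A small fall of the level everywhere that takes weak sites under the calling limit is argued against as the whole cause. Raw numbers, without a library size, fell to 1/2 or less in 2.34% of 2433 windows of like WT level and number, called ones included, against 65.1% of the 106 called windows. A smaller fall was shared by many windows, since raw numbers were lower in ΔlaeA in 75.5% of the 2433, with a median log2 ratio of -0.0913. With ΔlaeA replicate 1 alone, which is as deep as the WT libraries, these were 62.9% and -0.0443, so the size rests in large part on ΔlaeA replicate 2. The lower depth of ΔlaeA replicate 2 is argued against with a choice and a comparison that share no library. In 96 windows ΔlaeA replicate 2 listed 1/2 or less of the number in WT replicate 1, and in 70.8% of these ΔlaeA replicate 1 listed 1/2 or less of the number in WT replicate 2. With the WT libraries exchanged it was 69.3% of 101 windows. Over all windows the same share for ΔlaeA replicate 1 was 0.779% and 0.750%. Loss of methylation in these stretches may thus differ between the strains. The number of sites does not give the size of this loss. The authors' deposited table had a lower region in 24 stretches. There its mean level in ΔlaeA was 0.499 times that in WT at the median, with a range of 0.304 to 0.619. These levels cover the table's regions and the numbers cover whole stretches, so the sizes of both falls could not be compared. The stretch at 8766001 to 8767000 on chromosome 1, for example, had 57 and 62 sites in the WT libraries against 19 and 34 in ΔlaeA. Its table levels were 3.92% in WT and 1.25% in ΔlaeA. Both ΔlaeA libraries lay below both WT libraries in 38 of 38 stretches, which the choice of the windows by a test of both libraries largely fixes. A change that depends on laeA cannot be told apart from a difference that the mutant strain carries for another reason, since all ΔlaeA libraries come from what the labels give as 1 strain.

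The 3 long runs of windows with a higher level in ΔlaeA, on chromosomes 7 and 1, overlapped no annotated gene. Extra copies of their DNA in ΔlaeA are argued against, since the depth at sites listed in every library was at most 1.02 times that in WT, each relative to its library median. No other explanation was tested, and a difference that the mutant strain carries apart from laeA stays open here too.

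The level of a cytosine and that of its partner on the opposite strand went together. With the mean of the 1-kb window removed, the correlation over CG partners was 0.147 to 0.188 in the 4 libraries, against 0.0200 to 0.0253 for CG cytosines on opposite strands 3 to 30 bp apart. For CHG it was 0.186 to 0.208 against 0.0497 to 0.0662. The local methylation level alone would give partners and neighbours like values, and the lowest CG value of 0.147 lay above the highest for neighbours. Errors tied to a position, such as a strain variant, were not tested as a cause. Only 48.5% to 52.1% of listed CG sites on the plus strand had a listed partner.

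ΔlaeA replicate 2 differed from the other libraries in how its reads were spread. Its median depth at listed sites in genes with fewer than 10 listed sites was 0.915 times its library median, against 0.582 in WT replicate 1, 0.576 in WT replicate 2 and 0.607 in ΔlaeA replicate 1. ΔlaeA replicate 1 listed 13214 sites in these genes, against 8716 and 8996 in the WT libraries and 6721 in ΔlaeA replicate 2, and it had the lowest background rate.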
